# Plasticity of Blood- and Lymphatic Endothelial Cells and Marker Identification

**DOI:** 10.1371/journal.pone.0074293

**Published:** 2013-09-10

**Authors:** Johannes Keuschnigg, Sirkku Karinen, Kaisa Auvinen, Heikki Irjala, John-Patrick Mpindi, Olli Kallioniemi, Sampsa Hautaniemi, Sirpa Jalkanen, Marko Salmi

## Abstract

The distinction between lymphatic and blood vessels is biologically fundamental. Here we wanted to rigorously analyze the universal applicability of vascular markers and characteristics of the two widely used vascular model systems human microvascular endothelial cell line-1 (HMEC-1) and telomerase-immortalized microvascular endothelial cell line (TIME). Therefore we studied the protein expression and functional properties of the endothelial cell lines HMEC-1 and TIME by flow cytometry and *in vitro* flow assays. We then performed microarray analyses of the gene expression in these two cell lines and compared them to primary endothelial cells. Using bioinformatics we then defined 39 new, more universal, endothelial-type specific markers from 47 primary endothelial microarray datasets and validated them using immunohistochemistry with normal and pathological tissues. We surprisingly found that both HMEC-1 and TIME are hybrid blood- and lymphatic cells. In addition, we discovered great discrepancies in the previous identifications of blood- and lymphatic endothelium-specific genes. Hence we identified and validated new, universally applicable vascular markers. Summarizing, the hybrid blood-lymphatic endothelial phenotype of HMEC-1 and TIME is indicative of plasticity in the gene expression of immortalized endothelial cell lines. Moreover, we identified new, stable, vessel-type specific markers for blood- and lymphatic endothelium, useful for basic research and clinical diagnostics.

## Introduction

Abnormal function of blood and lymphatic vessels is important in multiple pathological conditions including inflammation and cancer [1]. Many of these diseases involve dysregulated formation of new vessels, and the endothelial cells play a key role in this neo(lymph)angiogenic process. Lymphatic endothelial cells (LECs) originally derive from embryonic blood endothelial cells (BECs) during embryogenesis. Therefore, it is not surprising that the two endothelial cell types share features such as flat morphology, apico-basal polarity and certain common endothelial-specific proteins. However, many phenotypic and genetic characteristics are unique for one or the other vessel type and are routinely used to differentiate between blood and lymph vessels in pathological specimens and vascular biology. For instance, blood vessels express plasmalemma vesicle associated protein 1 (PV-1), endoglin, neuropilin-1 (NRP-1) and collagen IV [2]. Lymph vessels on the other hand express markers such as podoplanin (PDPN), lymphatic endothelial hyaluronan receptor-1 (LYVE-1), VEGF receptor-3 (VEGFR-3) and prospero related homeobox 1 (PROX-1).

Many of these markers have been identified from microarray studies in which differentially expressed BEC and LEC genes have been analyzed from individual specimens. For instance, microarray analysis of gene expression in cultured lymphatic and blood dermal microvascular endothelial cells showed that <400 genes are differentially expressed [3,4]. Among these PROX-1 is known to be responsible for the induction of several other LEC-specific genes and for the downregulation of numerous BEC-specific genes [4] making it the key regulator of lymphatic cell differentiation [5].

Pathobiological processes involving endothelial cells, such as inflammation, coagulation and neoangiogenesis, are often studied *in vitro*. This requires the isolation and culture of BECs and LECs. However, primary endothelial cells are difficult to isolate (especially from humans) and cannot be cultured for extended periods of time. Therefore, immortalized endothelial cell lines are widely used as a substitute. These cells are usually well characterized, express the accepted markers and can be grown up to passage 40 and beyond. Two cell lines extensively used as models for blood endothelial cells (more than 800 citations in PubMed) are the polyoma-virus transformed human dermal microvascular endothelial cell line-1 (HMEC‑1) [6] and the telomerase-immortalized human microvascular endothelial cell line (TIME) [7]. They have been reported by multiple morphological, phenotypical and functional criteria to phenotypically and functionally represent BECs.

However, we unexpectedly noticed LEC-specific markers in HMEC-1 and TIME. Therefore, we started to systematically examine their hybrid phenotype at protein and gene expression level. In addition, when comparing their gene expressions to those of primary endothelial cells, the heterogeneity of BEC- and LEC-specific gene expression profiles in different published studies became apparent. Hence we generated a novel, more universal database consisting of 47 primary blood- and lymphatic endothelial gene expression profiles. We used this tool to identify universally applicable new BEC and LEC markers. We then showed the validity of this *in silico* approach by testing two exemplary new markers in normal, chronically inflamed and malignant tissues.

## Materials and Methods

### Cell isolation and culture

The original HMCE-1 cell line [6] was donated by Edwin W. Ades from the Center for Disease Control and Prevention (Atlanta, USA) and TIME cells [7] were purchased from ATCC (#CRL-4025). Human umbilical vein endothelial cells (HUVECs) were isolated and cultured as described [8]. Endothelial cells were cultured on plastic without coating. Peripheral blood mononuclear cells (PBMC) and polymorphonuclear cells (PMN) were isolated from healthy donors using Ficoll-Paque Plus and Percoll gradient centrifugation (Amersham Biosciences, Uppsala, Sweden).

### Antibodies

The following primary antibodies were used: PAL-E [9] (mIgG2a, Abcam, Cambridge, UK), anti-CD31 (mAb 2C8 [10], mIgG1), anti-podoplanin (mIgG1, Acris Antibodies, Herford, Germany), anti-LYVE-1 (rabbit IgG, Reliatech, Wolfenbüttel, Germany). Anti-PV-1 antibody (174/2 [11], mIgG1), directly labeled anti-PV‑1 (174/2-FITC [11,12]) and anti-Clever-1 (372 and 372-Alexa 488 [13], common lymphatic endothelial and vascular endothelial receptor-1) were generated in our laboratory. Goat polyclonal Abs against COLEC12 and MCAM were from R&D Systems (R&D Systems, MN, USA).

As negative control antibodies we used AK-1 (mIgG1, In Vivo Biotech Services GmbH, Hennigsdorf, Germany), mIgG2a neg. contr. (R&D Systems), rabbit serum (C12SB, AbD Serotec, Kindlington, UK) and goat serum (Vector Laboratories Inc., Burlingham, CA, USA).

Secondary antibodies were fluorophore-labeled (FITC, PE, Alexa 488 and Alexa 546) anti-mouse IgG (total or isotype specific), anti-rabbit IgG and anti-goat IgG (Sigma Aldrich, Saint Louis, MO, USA and Molecular Probes, Eugene, OR, USA).

### Flow cytometry

Cells were fixed with 4% ice-cold paraformaldehyde and permeabilized using a 0.02% saponin solution. The cells were sequentially incubated with primary and secondary antibodies. Appropriate isotype specific negative controls were used in all stainings. Analyses were performed on a FACSCalibur System using CellQuest Pro software (Becton Dickinson, Franclin Lake, NJ, USA). Median fluorescence intensities of specific stainings (sMFI) were calculated as [sMFI] = [MFI of the antigen specific staining] - [MFI of corresponding negative control].

### Immunohistochemistry

All experiments involving human tissues were approved by the Ethical Committee of the Hospital District of Southwest Finland and written informed consent was obtained. The use of tissues abided by the declaration of Helsinki. Frozen sections of normal human peripheral lymph nodes, inflamed tonsils and bladder cancer as well as colorectal cancer were incubated with anti-COLEC12 and anti-MCAM antibodies followed by incubation with Alexa Fluor 546-coupled second-stage antibodies. In a third step we used directly labeled anti-PV-1 and anti-Clever-1 mAbs, which are established markers for blood [11,14] and lymphatic vessels [13] as well as anti-LYVE-1 and anti-podoplanin antibodies. Stainings were mounted in ProLong Gold containing DAPI (Molecular Probes) and analyzed on a LSM 510 confocal microscope using a Plan Neofluar 20x/0,5 air objective and LSM ZEN software (Carl Zeiss Microimaging, Göttingen, Germany).

### Immunofluorescence

Cells were cultured on glass coverslips (Menzel, Braunschweig, Germany) in 24-well plates. Cells were fixed in 0.2% paraformaldehyde and permeabilized with 0.2% Triton X-100 in PBS for 5 min on ice. After sequential incubation with primary and secondary antibodies cells were mounted as above and analyzed on a LSM 510 confocal microscope using a Plan Neofluar 40x/1.3 Oil-immersion objective and LSM ZEN software.

### In vitro flow assay

The protocol was modified from [15]. HMEC-1, TIME and HUVECs were seeded at 1.25 x 10^5^ cells per channel into ibidi μ-slide VI 0,4 chambers (ibidi GmBH, Martinsried, Germany) coated with ibiTreat and grown to confluence overnight. In the morning, medium was replaced with fresh medium containing 100 U TNF-α ml-1 (for rolling and adhesion experiments) or 500 U TNF-α ml-1 (for transmigration experiments).

At the beginning of the experiment the channel was stabilized for one minute with binding buffer (Dulbecco’s Phosphate Buffered Saline containing 0.1% human serum albumin) using a laminar shear of 0.75 dyn cm^-2^. PBMCs or PMNs (1 x 10^6^ cells ml-1 in binding buffer) were then perfused through the capillary at 0.75 dyn cm-2. Rolling and adherent cells were analyzed two minutes after addition of PBMCs or PMNs to the capillary by recording 5 fields (0.5676 mm^2^ per field) for 15 s each.

For interaction and transmigration studies, PBMCs or PMNs (1 x 10^6^ cells ml-1 in binding buffer) were perfused through the capillary for 5 min at 0.75 dyn cm^-2^ followed by binding buffer (without cells) for 10 min for PMN and 20 min for PBMC at the same laminar shear to allow adherent cells to transmigrate. Interaction and transmigration of PMN were analyzed by recording 5 fields 10 min after perfusion of cells, and for PBMCs the same analyses were done at 20 min after perfusion. Assays were performed with an Olympus IX70 inverted microscope (Olympus, Tokyo, Japan) equipped with a cooled ORCA-R2 CCD camera (Hamamatsu, Hamamatsu City, Japan) using 100x magnification. For each experiment (n=3) different HUVECs as positive control and PBMCs/PMNs isolated from different healthy donors were used.

Analyses were carried out off-line by manual counting. 5 fields per capillary were analyzed for rolling, adherent and transmigrated cells. Cells were defined as rolling if they moved slowly into the direction of flow and as adherent if they remained stationary. At later time points, phase bright cells were counted as adherent and phase dark cells as transmigrated underneath the endothelium. The percentage of transmigrating cells was calculated as [migrating cells]/([adherent cells] + [migrating cells]). The absolute numbers of counted PMN with HUVECs (positive control) per experiment were: 19 ± 3 (mean ± s.e.m.) rolling and 827 ± 24 adherent cells (2 min time point); 1471 ± 206 adherent and 149 ± 34 transmigrated cells (10 min time point). In case of PBMC, 38 ± 3 cells rolled and 323 ± 43 adhered after 2 minutes, and 480 ± 55 cells adhered and 54 ± 13 cells transmigrated at the 20 min time point.

### HMEC-1 and TIME microarray

We tested the effect of the confluency of the cell cultures on the gene expression and found some differences (data not shown). Therefore we standardized our cell cultures and used 80% confluent cultures for our experiments. Total RNA was isolated from ~80% confluent HMEC-1 and TIME cultures using a NucleoSpin RNA isolation kit (Macherey & Nagel, Düren, Germany). Samples were subsequently processed with Affymetrix GeneChip 3’ IVT Express Kit and hybridized to GeneChip Human Genome U133 plus 2.0 Array (all Affymetrix, Santa Clara, CA, USA) at +45°C. All assay steps were performed independently with four biological replicates of each cell type. Samples are deposited in Geo Datasets with the accession number GSE42216.

HMEC-1 and TIME microarrays can be accessed by using the following link:

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=trwdtegooeoccly&acc=GSE42216

### BEC and LEC gene expression datasets

To analyze differential gene expression between BECs and LECs, 47 publicly available gene expression profiles from the Gene Expression Omnibus (GEO) database [16] were used. The datasets were derived from three different Affymetrix gene expression platforms: Human Genome U133 Plus 2.0 Array (GPL570), Human Genome U133A 2.0 Array (GPL571) and Human Exon 1.0 ST Array (GPL5188). Distribution of samples and cell types over the platforms and grouping into Datasets A and B is shown in Table S1 in File S1. A complete list of the samples including their annotations is available as Table S2 in File S1.

The raw gene expression data for each sample was downloaded from the GEO database [16]. The probes were annotated for their gene identifications from the Ensembl database [17] using a custom probe mapping [18]. The samples from each of the three platforms (GPL570, GPL571, GPL5188) were normalized in subgroups using GC-RMA [19] and their expression values log_2_-transformed. Subsequently, the three datasets representing different gene array versions were combined into a complete expression matrix using the reannotated gene identifications. Genes that did not have expression values in at least 40% of the samples were removed, after which our datasets contained 19081 genes. To account for inter-platform differences we subtracted each gene’s median expression from the gene’s expression values and divided the result with the gene’s standard deviation. This was done for the complete expression matrix that contained all samples from all platforms. The complete expression matrix can be downloaded from http://users.utu.fi/masalmi/Keuschnigg_Suppl_Dataset_I.xlsx.

A multidimensional scaling (MDS) plot (Euclidean distance) was created for Dataset A, HMEC-1, TIME and prostate control samples, which were normalized using GC‑RMA [19]. For ingenuity IPA-software analysis genes that met the cut-off of ≥2-fold change in expression with a multiple hypotheses corrected p-value of ≤0,05 and that were associated with biological functions in the Ingenuity Knowledge Base were considered for the analysis.

### Statistical analyses

Results of the *in vitro* flow experiments are expressed as means ± standard error of mean. Two-tailed student’s t-test with unequal variance was used to evaluate statistical significance. For the microarray analysis p-values were multiple hypotheses corrected using robust false discovery rate estimation [20]. Genes that were differentially expressed with multiple hypotheses corrected p-value ≤ 0.05 and fold change ≥ 2 were considered as significant. For ingenuity IPA analyses, right-tailed Fisher’s exact test was used to calculate the p-values.

## Results

### HMEC-1 and TIME express both lymphatic and blood vascular markers

We searched for suitable immortalized endothelial cell lines to be used in inflammation models for human blood vascular endothelium. Based on a plethora of literature we focused on HMEC-1 and TIME cells. Flow cytometric analyses indeed confirmed the expression of established BEC markers PAL-E and CD31 on both cell types (Figure 1A). Both, the anti-PV-1 antibody and PAL-E recognize PV-1, albeit different epitopes [11,12]. The shift of the entire peak when compared to the negative control indicates low-level expression of PV-1 in all cells. Strikingly, however, both HMEC-1 and TIME were also uniformly positive for the lymphatic marker PDPN. In addition, both cell lines also expressed CLEVER-1 and low levels of LYVE-1 (Figure 1B). To confirm the expression of both types of markers in the same cell, we stained TIME cells for microscopy (Figure 1C). Indeed we could show that PV-1 and CD31 are expressed in the same cell as PDPN. Thus, HMEC-1 and TIME cells express a mixture of both vascular and lymphatic cell markers and are therefore clearly distinct from blood endothelial cells.

**Figure 1:**
HMEC-1 and TIME express both blood vascular and lymphatic markers. HMEC-1 and TIME cells were stained for flow cytometry using the indicated antibodies against (A) blood vascular markers and (B) lymphatic markers. The marker region shows the antigen-specific staining and is set based on the species- and isotype-specific negative controls. One representative negative control is depicted here. The numbers in the upper right corners of the histograms are the specific median fluorescence intensities of the given antigen, calculated as detailed in materials and methods. (C) Representative images of TIME cells simultaneously expressing lymphatic and blood vascular markers in the same cell are depicted and indicated with white arrows. The scale bar represents 20 µm.

### Altered leukocyte-endothelial adhesion cascade in HMEC-1 and TIME cells

To study how HMEC-1 and TIME behave in functional assays we analyzed leukocyte-endothelial cell interactions in an *in vitro* flow assay. PBMC rolling and adhesion on both HMEC-1 and TIME were severely impaired when compared to freshly isolated HUVECs (Figure 2A). Similarly, the absolute numbers of interacting PBMC (firmly adhering and transmigrating) were significantly decreased by ~60% on both HMEC-1 and TIME (Figure 2B).

**Figure 2:**
HMEC-1 and TIME show aberrant leukocyte-endothelial interactions under physiological shear stress. (A) Rolling and adhesion of PBMC and PMN on HMEC-1, TIME and HUVEC were analyzed using in vitro flow assay. The results are normalized to HUVEC (100%). (B) Absolute numbers of interacting (firmly adhering and transmigrating) leukocytes and (C) the transmigration percentage (the numbers of transmigrated cells divided by the numbers of interacting cells) on the three endothelial monolayers were determined. Data are shown as mean ± SEM (n = 3 for each assay, each with different leukocyte donors). *P ≤ 0.05. **P ≤ 0.01. ***P ≤ 0.001. (D) Images of representative endothelial monolayers 10 min. after start of PMN transmigration studies are shown. Phase contrast bright cells (representative cells indicated by white arrows) are located on the apical surface of the endothelial cells and phase contrast dark cells (representative cells indicated by white arrow-heads) are situated below the monolayer. Note that all three endothelial types form confluent intact monolayers. Inserts show adhering and transmigrating cells in more detail. Scale bars represent 100 µm.

Extravasation of PMN across TIME monolayers occurred with similar efficiency as on HUVECs. On the other hand, both rolling and adhesion of PMN on HMEC‑1 were significantly impaired (Figure 2A). Furthermore, the absolute numbers of PMN interacting with HMEC-1 were significantly decreased by >50% (Figure 2B).

However, once firmly adhered, comparable percentages of PBMC and PMN transmigrated across HUVEC, HMEC-1 and TIME monolayers. Thus, HMEC-1 and TIME cells differ from pure endothelial HUVECs in their capacity to support several steps of leukocyte extravasation.

### Genome wide expression profiling of HMEC-1 and TIME places them near to BECs and LECs

To get a more global view on the phenotypic alterations in HMEC-1 and TIME, gene expression analyses were performed. 

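For the microarray experiment, total RNA was taken from untreated HMEC-1 and TIME cultures at about 80% confluency, in 4 biological replicates per cell line. HMEC-1 is the polyoma-virus transformed line of human dermal microvascular endothelial cells, and TIME is the telomerase-immortalized line. The submitters' notes describe the culture of HMEC-1 and of TIME separately, so that an effect of the medium and an effect of the cell line cannot be told apart here. The RNA was labelled with biotin by an amplification that starts at the 3' end of the mRNA, and each sample was hybridized to 1 Affymetrix array, 8 arrays in all. The authors regrouped the probes into Ensembl genes with a custom probe mapping, normalized the arrays with GC-RMA, which corrects the background by the GC content of the probes, and gave log2 expression values. Which arrays were normalized together for the deposited values is not given in the sources used here, and the log2 scale is taken from the methods and from the range of the values, 3.39 to 14.7. The deposited table has 19081 rows, of which 19019 are Ensembl genes and 62 are Affymetrix control rows, and no value is missing. The medians of the HMEC-1 arrays over all rows were 6.52, 6.51, 6.54 and 6.53 for replicates 1 to 4, and those of the TIME arrays were 6.54, 6.53, 6.53 and 6.55. The median SD of a gene between the replicates of a line was 0.066 in HMEC-1 and 0.065 in TIME, on the log2 scale. From these values on, the genes were compared between HMEC-1 and TIME with limma's moderated test without any filter on low values. Genes were counted as differing at a Benjamini-Hochberg adjusted p of at most 0.05 together with a difference of at least 2-fold, the thresholds that the paper gives for its microarray analysis. A different normalization or fold threshold could change these counts. Arrays give no count of molecules, and their number, 4 per line, limits the precision. The rows carry Ensembl identifiers that the files do not pair with gene symbols, so genes are given by identifier. Arrays of primary BECs and LECs and of prostate tissue are not analysed here.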

We subjected resting HMEC-1 and TIME cells to Affymetrix microarray analyses and compared the results to BEC- and LEC microarray data available in the public domain (Geo DataSets [16]). For that purpose we combined 14 BEC and 10 LEC datasets from the same platform as our own HMEC-1 and TIME analysis (GPL570) to produce Dataset A. MDS is a visualization methodology that aims at finding similarities between data points [21]. Here the 3D-MDS plot clusters biological samples according to their genome-wide expression profiles. Prostate tissue was included for an unbiased comparison of distances between HMEC-1, TIME, BEC and LEC samples. As illustrated in Figure 3A and the Movie S1, TIME and HMEC‑1 cluster near to, but not among primary endothelial cells. They appear to be somewhat more closely related to BECs than to LECs. Moreover, the expression of several genes was up- or down-regulated in HMEC-1 and TIME in comparison to primary BEC and LEC (Figure 3B) in the normalized Dataset A. There were also notable differences in the expression of some genes (such as complement factor H, adenylate kinase 5 and SAM domain, SH3 domain and nuclear localizations signals 1), between HMEC-1 and TIME. Thus, also the gene expression patterns in HMEC-1 and TIME are clearly different from those of pure BECs.

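Between HMEC-1 and TIME, 945 of the 19019 genes differed by at least 2-fold at an adjusted p of at most 0.05 in limma, 438 of them higher in HMEC-1 and 507 higher in TIME. The median log2 difference was 1.35 among the genes higher in HMEC-1 and 1.47 among those higher in TIME. Of the 167 genes that differed by at least 4-fold, 35 were higher in HMEC-1 and 132 were higher in TIME. By the adjusted p alone, without a fold threshold, 8899 genes differed, 5038 higher in HMEC-1 and 3861 higher in TIME. The gene ENSG00000155307 showed the largest measured difference, with a log2 expression value of 5.97 ± 0.076 in HMEC-1 (SD, n = 4) and 10.92 ± 0.090 in TIME (SD, n = 4). Its log2 difference, HMEC-1 minus TIME, was -4.95 (standard error 0.055, adjusted p = 4.47e-12 from limma). Next among the genes higher in TIME was ENSG00000118640, at 5.52 ± 0.13 in HMEC-1 and 10.45 ± 0.050 in TIME (SD, n = 4 each), a log2 difference of -4.93 (standard error 0.062, adjusted p = 5.60e-12 from limma). Among the genes higher in HMEC-1, ENSG00000167693 had the largest measured difference, with 10.04 ± 0.044 in HMEC-1 and 6.05 ± 0.15 in TIME (SD, n = 4 each), a log2 difference of 3.99 (standard error 0.067, adjusted p = 4.54e-11 from limma). It was followed by ENSG00000102158, with 10.15 ± 0.044 in HMEC-1 and 6.28 ± 0.034 in TIME (SD, n = 4 each), a log2 difference of 3.87 (standard error 0.036, adjusted p = 2.77e-12 from limma). These 4 genes were picked from the genes past both thresholds whose arrays did not overlap between the lines. That the lowest array of one line lay above the highest of the other was thus a condition of the choice. It held for all 945 differing genes. The values carry no detection calls, and the level in the lower line, 5.52 to 6.28, is not shown to lie above background in any of the 4 genes, so that these differences may be lower bounds and their order is open.

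**Figure D1:**
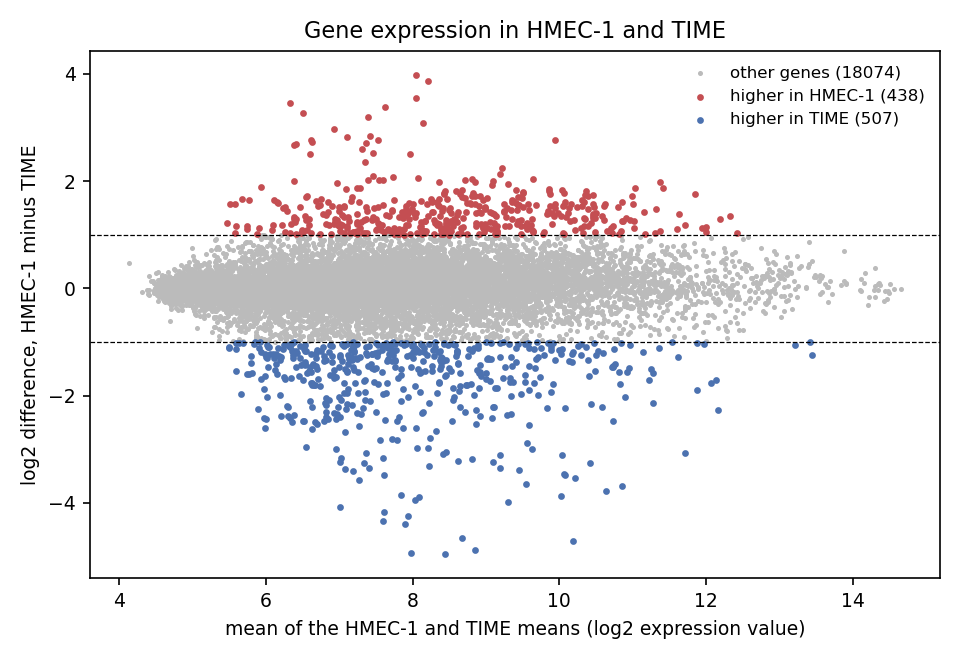
Each point is 1 of the 19019 genes. The horizontal axis gives the mean of the HMEC-1 and TIME means as a log2 expression value, the vertical axis the log2 difference, HMEC-1 minus TIME, of the means of 4 arrays each. Red points are the 438 genes higher in HMEC-1 and blue points the 507 genes higher in TIME. Dashed lines mark a 2-fold difference. The largest differences reach 3.99 above the middle and -4.95 below it.

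Of 9 groups of Affymetrix control rows, which are named by the transcript they measure, 7 passed the test for a difference between the cell lines. These include Alu and TrpnX, whose log2 differences, HMEC-1 minus TIME, were only 0.042 and -0.083. The TrpnX rows were dim, and the Alu row was brighter than every gene. Differences this small at such levels are not read as a difference between the cell lines. The hybridization controls and the HSAC07 rows did not pass the test (exact permutation test, adjusted p = 0.943 and 0.0643). The HSAC07 rows, at a log2 difference of -0.065, did pass with quantile normalization again (-0.13), without TIME replicate 1 (-0.081) and, in the other direction, with the arrays centred on the poly-A rows described below (0.18), and the hybridization controls passed with that centring too (0.25; adjusted p = 0.0367 each). The HUMGAPDH rows, for the glycolytic enzyme GAPDH that is often used as a reference gene, were 14.14 ± 0.031 in HMEC-1 and 13.79 ± 0.014 in TIME (SD, n = 4 each). This is a log2 difference of 0.35 (exact permutation test, two-sided, p = 0.0286, the smallest that 4 arrays against 4 allow; adjusted p = 0.0367 over the 9 groups), with every HMEC-1 array above every TIME array. The poly-A control transcripts, which are added to RNA before labelling, were lower on the HMEC-1 arrays by a log2 difference of -0.25 (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0367). Without HMEC-1 replicate 1, none of the 7 groups passed, with adjusted p of 0.0514 to 0.0735 (exact permutation test, whose smallest p is 0.0286 here too). The log2 differences of the HUMGAPDH and poly-A rows were then 0.34 and -0.24, and their adjusted p was 0.0514. With the arrays centred on these poly-A rows, a setting chosen after seeing the data, all genes shifted by 0.25 towards HMEC-1, the difference of the HUMGAPDH rows was 0.60, and 1101 genes differed, 759 higher in HMEC-1 (68.9%) and 342 higher in TIME, against 46.3% higher in HMEC-1 with the values as deposited. Genes that the paper names were not picked out among the rows, because the files do not pair the rows with symbols. The genes printed above by identifier may include some of them. The paper sets the differences between HMEC-1 and TIME beside those of both lines from primary BEC and LEC, and concludes that the expression patterns of the lines differ from those of pure BECs.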

**Figure 3:**
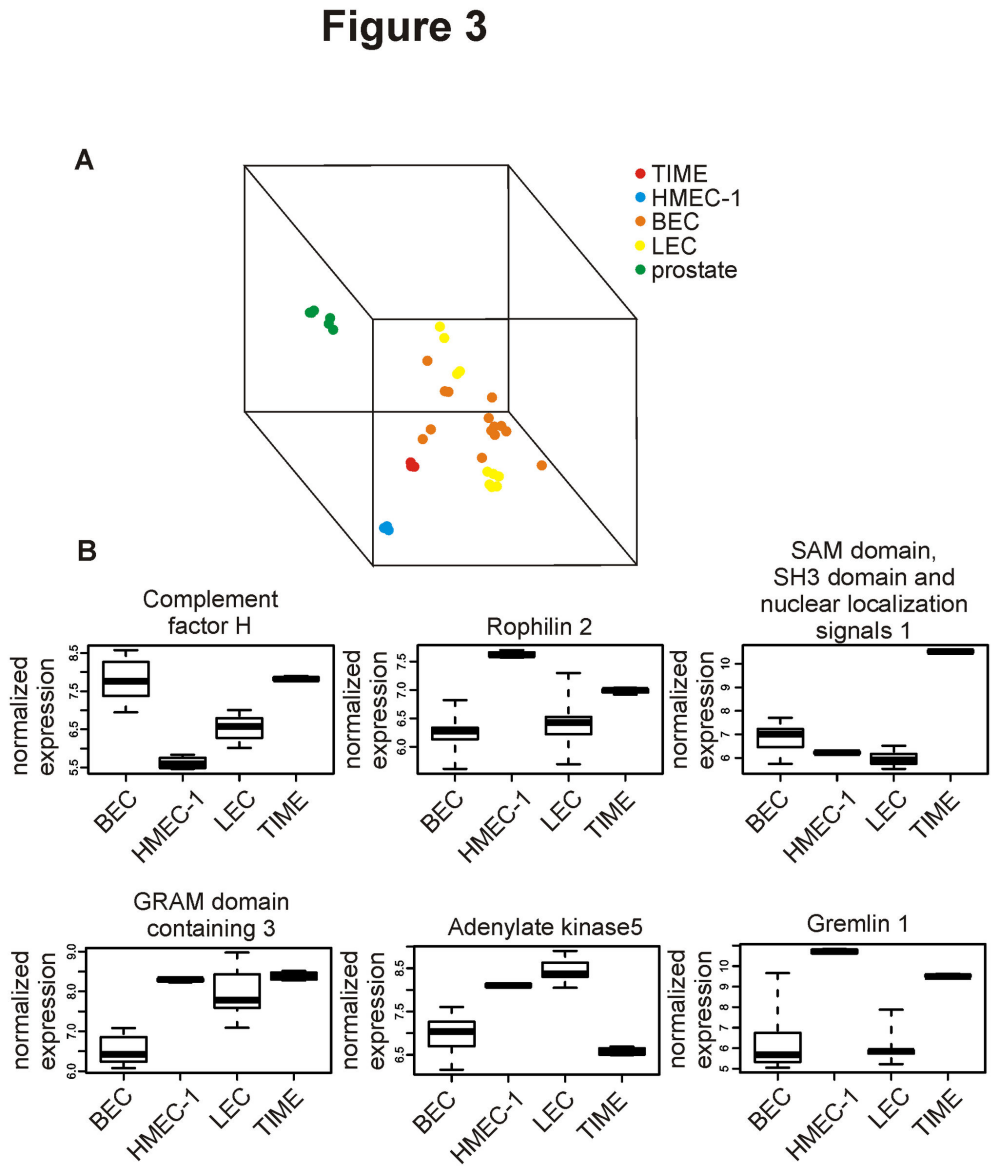
Gene expression profiles of HMEC-1 and TIME reveal differences from pure BEC and LEC. (A) A multidimensional scaling plot (MDS-plot) showing clustering of TIME, HMEC-1, primary BEC and LEC (and prostate tissue as a control) based on the expression of about 19000 genes. (B) Exemplary genes that are differently expressed in HMEC-1 and/or TIME when compared to BEC and LEC in the normalized Dataset A. Data is presented as mean with the middle quartile and minimum/maximum values.

### Search for new BEC/LEC markers using publicly available microarray data

As microarray analyses often rely on cells freshly isolated from one or a few individuals, one drawback of these analyses is usually the limited biological variability. We therefore hypothesized that analyses of numerous pooled BEC- and LEC microarray datasets could result in the discovery of previously unknown, differentially expressed genes and thus more universally applicable BEC/LEC markers. Even though combining datasets from different parts of the vascular tree [22,23] results in the loss of vascular bed-specific information, it is the only way to increase the possibility to find true BEC/LEC specific markers when analyzing dozens of microarrays created by several laboratories.

We used our Dataset A (14 BEC and 10 LEC from the same platform) for the initial comparisons. In addition, we queried the NCBI GEO DataSets [16] database and assembled a larger dataset of 33 BEC and 14 LEC (Dataset B). These 47 microarray experiments with primary cells come from 12 separate experiments run on three different Affymetrix platforms. In addition we compared our results with two previously published studies, which have specifically aimed at reporting differently expressed genes in BEC and LEC [3,4].

Comparison of the smaller Dataset A with the extensive Dataset B exhibits only a limited overlap, when using a threshold of ≥2-fold change in expression levels with a multiple hypotheses corrected p-value of ≤0,05 to define a differentially expressed gene. For BEC-specific molecules, Dataset A revealed 27 and Dataset B 28 genes with 15 genes being common to both analyses. For LEC-specific molecules, 13 were identified from Dataset A, 28 from Dataset B, with 10 genes being LEC-specific in both datasets (Figure 4A).

**Figure 4:**
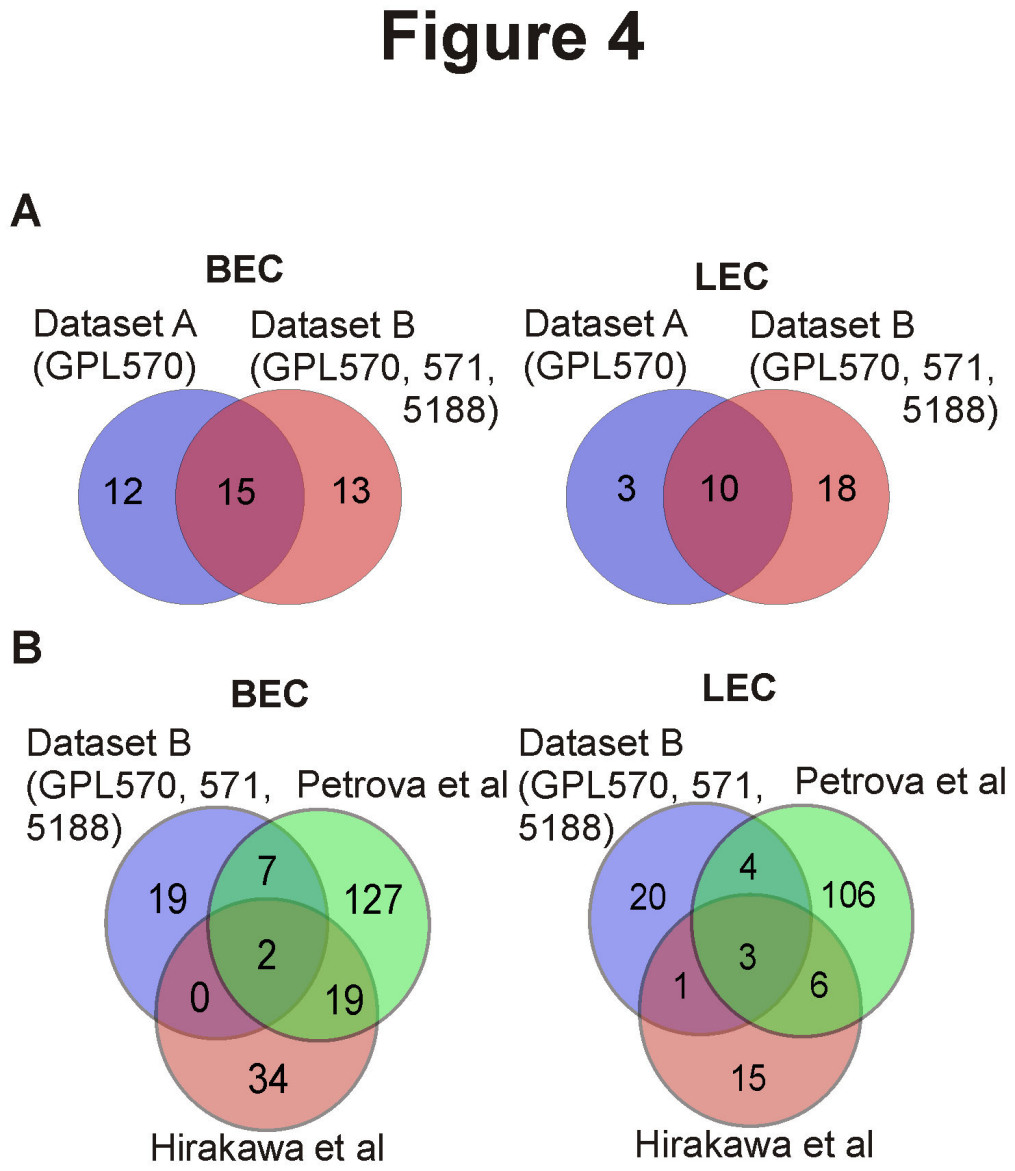
Identification of BEC and LEC specific genes in different individual- and pooled microarray analyses. (A) The numbers of BEC and LEC specific genes obtained from analyses of a restricted Dataset A (24 samples, one platform: GPL570) and of an extensive Dataset B (47 samples, three platforms: GPL570, GPL571 and GPL5188) are shown using Venn-diagrams. (B) Similar comparisons were performed between our extensive Dataset B and two individual studies (Hirakawa and Petrova) reporting BEC- and LEC specific genes.

Comparison of our analysis of Dataset B to previous analyses performed by Hirakawa et al [3] and Petrova et al [4] also revealed very little overlap (Figure 4B). In BECs only two and in LECs three genes were common to all three studies. All three analyses found the prototype LEC markers podoplanin and PROX-1 to be specific for LECs. The third LEC-specific protein was reelin [24] (RELN). In contrast, none of the commonly used BEC markers was scored as BEC-specific in all three studies. Surprisingly, both genes consistently found to be BEC-specific were neuronal cell adhesion molecule [25] (NRCAM) and chemokine ligand 1 [26] (CXCL1; Table 1, Table S3 in File S1).

**Table 1:** BEC- or LEC-specific genes in different microarray studies.

**Blood endothelial cell specific genes**							
Intersection:	Keuschnigg	Keuschnigg	Keuschnigg	Petrova	Keuschnigg	Petrova	Hirakawa
	Petrova	Petrova	Hirakawa	Hirakawa			
	Hirakawa						
Number of genes:	2	7	0	19	19	127	34
Genes:	NRCAM	TAGLN		CD44	FSTL1	IL8	AUTS2
	CXCL1	RNASE1		LTBP2	MCAM	AXL	DSG1
		CAP2		ITGA5	ZNF207	FAP	ITGA4
		PLA2G4A		BMP6	VAMP8	ACTA2	GPR39
		ISG15		VCAN	RGS5	KRT7	COL6A3
		DKK1		CXCR4	SEC 61B	LPHN2	IL13RA2
		IFI27		SRGN	GLIPR1	SELP	FBLN5
				IL4R	SH3BP4	TPM2	BMP1
				FLT1	EMP3	SERPINE1	CSF2RB
				PCDH1	TSPAN3	IGF2BP3	ITGB3
				VEGFC	HOXB2	PLAU	VWF
				CDH2	JAM3	PFN2	F2R
				COL1A2	NCL	CHST1	ESM1
				PGF	RP3-523C21.1	MMP1	EFEMP2
				CCL2	CCT5	BASP1	CD93
				C17orf72,ICAM2	SHISA3	MLLT11	SPARC
				ITGB5	MCTP1	CLU	LAMC1, LAMB2
				CCRL2	GATA6	TGFBI	PECAM1
				COL6A1	C1orf54	IL6	FN 1
						TRIM22	LAMB1
						*	*
**Lymphatic endothelial cell specific genes**							
Intersection:	Keuschnigg	Keuschnigg	Keuschnigg	Petrova	Keuschnigg	Petrova	Hirakawa
	Petrova	Petrova	Hirakawa	Hirakawa			
	Hirakawa						
Number of genes:	3	4	1	6	20	106	15
Genes:	PROX1	GMFG	CEACAM1	CXCL12	PVRL3	RBP1	F2RL1
	PDPN	FABP4		MRC1,MRC1L1	TNFSF10	MAF	LGALS8
	RELN	PPARG		CALCRL	HSD17B2	CH25H	PSMG1
		MGP		TFF3	CD36	SEPP1	CCL5
				ANGPT2	ID1	SLC26A4	JUP
				DSP,SNRNP48	ADRB1	RGS16	GLRB
					NID1	ITGA9	THBS1
					LAYN	CDKN1C	HMMR
					ADAMTSL3	CRMP1	IL6ST
					SNAI2	PCSK6	JAG1
					EPS8	ITGA1	CCL20
					AK5	MEF2C	TGFA
					RP11-65D13.1	APOD	FGF12
					FDFT1	PDLIM3	ITGA6
					GRAMD3	CCNE2	MFAP3
					COLEC12	TIMP3	
					GHR	CD200	
					HEY1	ADD3	
					GYPC	TK1	
					TFPI	LIPA	
						*	

Results from the individual studies are marked by the name of the first authors. The terms “intersection” and “number of genes” refer to the overlaps between the individual studies in the venn diagrams in Figure 4B.

* Indicates truncation of gene list after the top 20 genes. For a complete list see Table S3 in File S1.

Further analysis of the results using IPA software (Ingenuity^®^ Systems, www.ingenuity.com) showed that both LEC and BEC specific genes were mostly involved in processes such as cardiovascular system development, tissue development and organ development (p-values ranging from ≤0,05 to ≤0,0001), supporting their potential relevance to cell differentiation.

### Two new markers MCAM and COLEC12 are useful for the distinction between blood and lymphatic endothelium in normal, chronically inflamed and cancerous tissues

Using the list of new blood- and lymphatic endothelium specific molecules derived from analyses of Dataset B we chose the proteins melanoma cell adhesion molecule (MCAM) as a new BEC-marker and collectin placenta 12 (COLEC12) as LEC-marker to test whether our *in silico* findings could also be confirmed in an independent manner. To that end we examined how the new markers relate to the established vascular marker PV-1 [12] and lymphatic markers CLEVER-1 [13] (common lymphatic endothelial and vascular endothelial receptor-1), LYVE-1 and podoplanin in immunohistochemical stainings (Figure 5). The new BEC marker MCAM colocalized very well with the established blood vascular marker PV-1 (the epitope of the widely used antibody PAL-E; pathologische anatomie leiden-endothelium [12]), while there was no overlap with the staining pattern of the LEC markers CLEVER-1 and podoplanin. Similarly, the new LEC marker COLEC12 showed the expected staining pattern with colocalization with CLEVER-1 and LYVE-1 and mutually exclusive staining with PV-1. Thus, our new *in silico* derived list of BEC- and LEC specific genes should be useful for identification of new markers with a wide application range.

**Figure 5:**
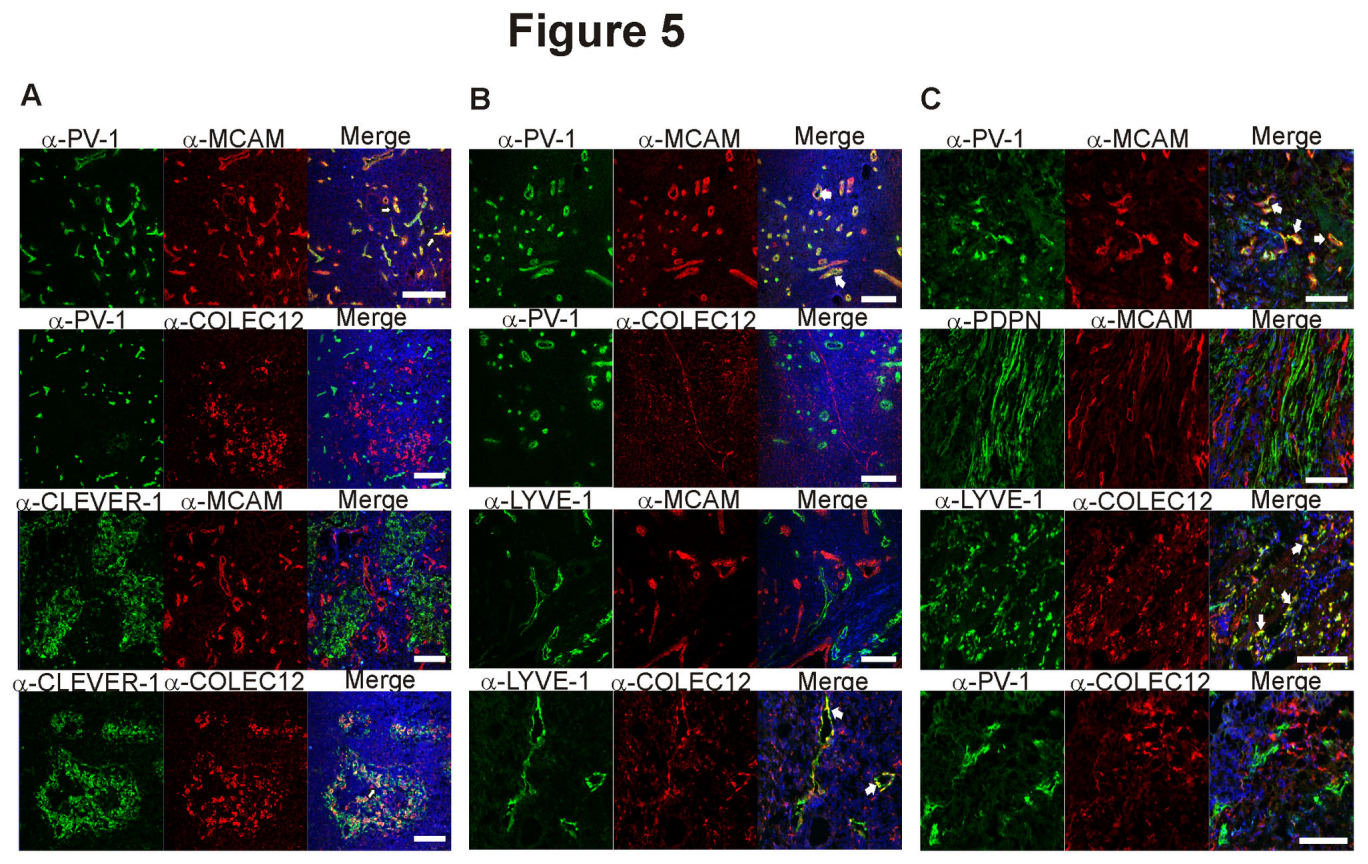
MCAM and COLEC12 are novel BEC- and LEC- specific markers. Two new endothelial markers MCAM and COLEC12 (selected from our analysis of Dataset B) were used to stain (A) normal human lymph nodes together with two established vascular markers PV-1 (for BEC) and CLEVER-1 (for LEC). In addition, (B) chronically inflamed tonsils and (C) specimens from bladder cancer and colorectal cancer were stained with the antibodies against the indicated proteins. LYVE-1 and COLEC12 co-staining was done on colorectal cancer specimens, whereas the other stainings represent bladder cancer. MCAM staining colocalized very well with the established BEC marker PV-1 whereas no colocalization could be detected between MCAM and the established LEC markers LYVE-1 and podoplanin. COLEC12-staining on the other hand showed colocalization with LYVE-1 but not PV-1. White arrows point to areas of colocalization. Nuclear counterstaining was performed with DAPI. Scale bars represent 100 µm.

## Discussion

Based on protein expression, gene expression and functional analyses this study shows that the two widely used endothelial cell lines HMEC-1 and TIME exhibit a hybrid phenotype different from pure blood vascular or lymphatic endothelial cells. Furthermore, combination of a comprehensive set of publicly available microarray datasets from primary endothelial cells allowed us to identify novel BEC and LEC markers. This *in silico* approach was feasible for discovery of novel cell-type specific molecules since two representative candidates were successfully validated in independent biological experimentation using normal, inflamed and malignant tissues.

HMEC-1 and TIME are two notable examples of immortalized blood vascular models that have been widely used (their original publications have been cited over 800 times). Both were generated from dermal microvascular endothelial cells without apparent selection for blood vascular endothelial cells [6,7]. As the human microvasculature consists of both BECs and LECs, immortalization without enrichment for one cell type could create a mixed cell line with two different cell populations. Nevertheless, our analyses unambiguously showed that both HMEC-1 and TIME only contain one homogenous population simultaneously expressing markers for both BECs and LECs. During vascular development, both BEC- and LEC markers are transiently present in the same cell and recently it was discovered that LECS also express the blood endothelial fate regulators chicken ovalbumin upstream transcription factor and NOTCH [27]. These findings suggest a delicate balance where minor variations in the expression of the cell fate regulators cause major changes in the endothelial cell differentiation.

Immortalization of primary endothelial cells causes a significant change in their gene expression profile [28]. Furthermore, it can cause changes in the functional properties such as response to cytokines and migration of peripheral blood mononuclear cells across endothelial cells [29]. Interestingly, not only artificially manipulated cells can exhibit modified phenotypes and genotypes, as primary HUVECs for example have been shown to adopt a lymphatic-like phenotype in *in vitro* angiogenesis assays [30]. Previous studies have also demonstrated a loss of lineage specific markers in tissue culture [31] and the importance of extracellular matrix environment for maintaining the cell identity [32]. This well-established plasticity of blood- and lymphatic endothelial cells might explain why HMEC-1 and TIME exhibit a mixed phenotype.

Both HMEC-1 and TIME showed abnormal interactions with leukocytes in functional assays. This is in line with a previous report demonstrating impaired induction of adhesion molecules on HMEC-1 and TIME as well as absence of rolling. However, the endothelial monolayers used in these experiments appeared to be subconfluent [33]. With our confluent monolayers (Figure 2D) we clearly showed that rolling, firm adhesion and transmigration of both lymphocytes and granulocytes do take place with HMEC-1 and TIME, albeit there were quantitative differences in comparison to pure BEC. However, these abnormalities seem to be restricted to early events during the leukocyte extravasation cascade (namely rolling and adhesion). Once leukocytes firmly adhered, the percentages of cells that also transmigrated across the endothelium were comparable between HUVECs, HMEC-1 and TIME. Aberrations in adhesion molecule expression and functions of HMEC-1 and TIME have been first mentioned already in 2004 [34] and 2007 [33]. Surprisingly, these cells have remained widely used models for blood vasculature [35,36]. Our comprehensive characterization of both HMEC-1 and TIME now clearly indicates that they are poorly suited as BEC models.

In our analyses we used HUVECs, a widely used model system [37–40] for the comparison of leukocyte transmigration. These cells are embryonic macrovascular endothelial cells and exhibit only limited similarity with adult microvascular endothelial cells, the cell type across which most of the leukocyte transmigration occurs. As microvascular endothelial cells facilitate the majority of leukocyte transmigration, our results using macrovascular endothelial cells as a reference material might actually underestimate the impaired capacity for leukocyte transmigration exhibited by the microvascular endothelial cell lines HMEC-1 and TIME. However, once activated, HUVECs do allow leukocytes to adhere and transmigrate with similar efficiency as adult dermal microvascular endothelial cells do [33].

As stainings and *in vitro* flow assays concentrate only on a limited number of proteins, we performed microarray analyses to investigate the genome wide expression profiles of HMEC-1 and TIME and compared them to those of primary BECs and LECs. 

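Over all 19081 rows, the arrays of HMEC-1 and TIME fell into separate groups, 1 for each cell line. The Euclidean distance between an HMEC-1 and a TIME array was 67.7 on average in log2 units and ranged from 67.0 to 68.5 over the 16 pairs. Arrays of HMEC-1 were 17.8 apart on average (16.5 to 18.8 over 6 pairs) and arrays of TIME 17.4 (16.4 to 18.3 over 6 pairs). The mean distance between the lines was thus 3.84 times the mean distance within them, the largest ratio among the 35 splits of the 8 arrays into 4 and 4 (exact permutation test, one-sided, p = 0.0286, the smallest that these splits allow). The ratio was 6.68 over the genes above the median level, a choice made after seeing the data, and 14.9 with 1 minus the Pearson correlation as the distance, which is on another scale (p = 0.0286 each, same test). Pearson correlations across rows, which are not independent replicates, were 0.997 to 0.998 within the lines and 0.961 to 0.963 between them. In classical multidimensional scaling of the same distances, the first dimension held 90.3% of the variance and parted HMEC-1 from TIME. The second dimension held 2.10% and the third 1.74%, and along these the replicates of both lines overlapped. Distances of either line to primary BECs are not analysed here.

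**Figure D2:**
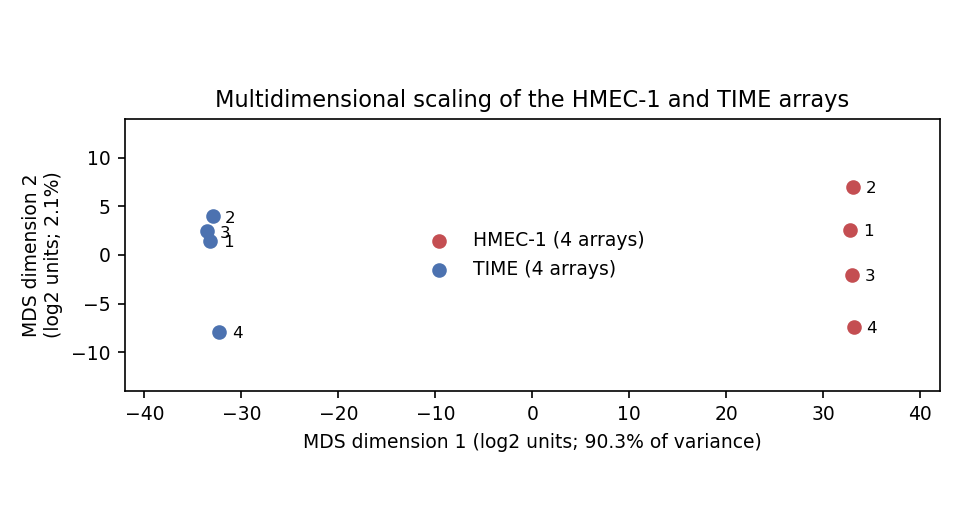
Classical multidimensional scaling of the Euclidean distances between the 8 arrays. Both axes are in log2 units and drawn to the same scale. Each point is 1 array, red for HMEC-1 and blue for TIME, with its replicate number beside it. The HMEC-1 arrays lie between 32.8 and 33.1 on the first dimension and the TIME arrays between -33.5 and -32.3.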

In global expression profiling (MDS-plots), TIME and HMEC-1 cluster distantly from each other, but both endothelial cell lines seem to be relatively closely related to normal BECs. However, this clustering is based on the expression of ≥19000 genes. 

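The distance between the HMEC-1 and TIME means was spread unevenly over the genes. The 400 genes with the largest differences between the lines, out of 19019, held 46.6% of the squared distance. They were picked by their difference on these arrays and not as genes that differ between BECs and LECs. A share of 50% was reached with 472 genes and a share of 90% with 3461 genes. Between groups that each mixed 2 HMEC-1 and 2 TIME arrays, so that the difference between the lines cancels, the 400 genes with the largest differences held 23.8% in the median of the 18 such splits (21.9% to 25.0%). Without the 400 genes, the remaining 18619 genes still gave a mean distance between the lines that was 2.91 times the mean distance within them (exact permutation test over the 35 splits, one-sided, p = 0.0286).

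**Figure D3:**
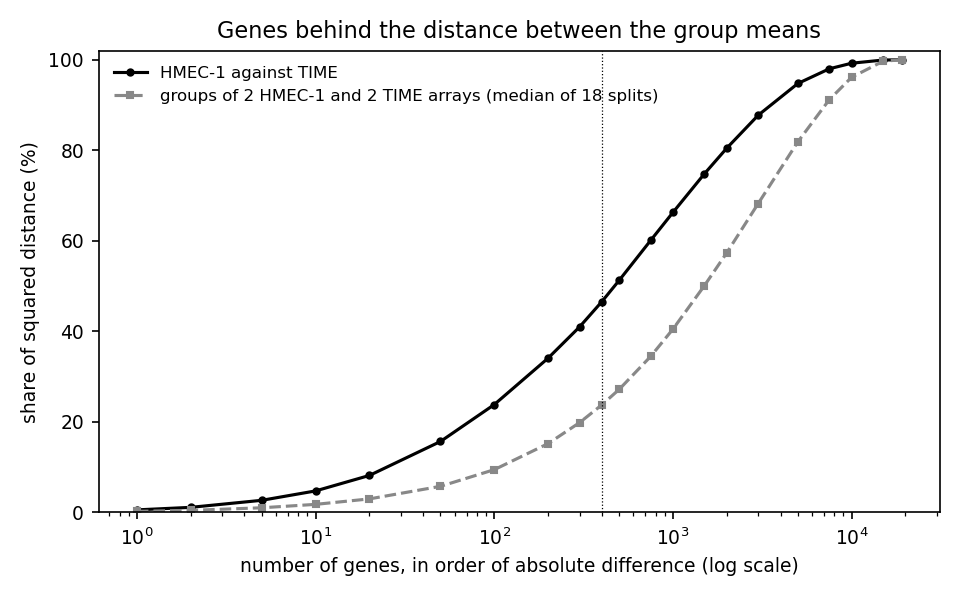
Cumulative share of the squared distance between 2 group means, in percent, against the number of genes in order of their absolute difference, on a log axis. Black points compare HMEC-1 with TIME, and grey squares give the median of 18 splits into groups of 2 HMEC-1 and 2 TIME arrays. The dotted line marks 400 genes, where the shares are 46.6% and 23.8%.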

Considering the fact that only a minor fraction of these genes (<400) seems to be differentially expressed between BEC and LEC [3,4], this result is expected and likely represents an overestimation of the relatedness. Indeed, when analyzing individual genes, it was obvious that both HMEC-1 and TIME express several genes not typically found in endothelial cells.

These findings once more demonstrate the differences between immortalized endothelial cell lines and primary cells. In addition, *in vitro* systems can never fully reproduce the situations predominant in living organisms. Taken together, these points emphasize the need for validation of data using primary endothelial cells and *in vivo* models.

While analyzing the gene expression profiles of primary BEC and LEC in the literature, it became apparent that there is surprisingly little overlap between individual published analyses of BEC- and LEC-specific gene expressions. Hence we utilized our pooled microarray dataset for the identification of novel, universal BEC- and LEC-specific gene expression profiles from primary endothelial cells. Biological sample heterogeneity and differences in cell isolation protocols and preprocessing may account for some variability. For instance, to isolate LECs, Hirakawa et al. [3] used the criteria of CD34^-^, CD31^+^, while Petrova et al. [4] used CD31^-^, PDPN^+^ cells. Furthermore, the threshold for genes to be considered as BEC/LEC specific was set as increase in gene expression with p≤0,002 in the first publication and as 2-fold change in expression levels in the second study. Despite their different analysis criteria, both groups report <400 genes to have changed at least 2-fold between BECs and LECs.

Introduction of biological variability clearly affects the results, since in our analyses the 40% increase in the sample size in Dataset B resulted in the doubling of genes found to be specific for LECs. However, most of the genes present in the restricted Dataset A were also present in the extensive sample set B. This most probably reflects the rather homogenous nature of LECs. In any case, it is noteworthy that none of the commonly accepted BEC markers (e.g. PV-1, endoglin, FVIII) were common to all three analyses. Thus, great caution should be exercised when alluding to the discovery of global cell-type specific markers using low numbers of biological samples.

While the identification of the prototype LEC markers PROX-1 and podoplanin strongly supports our results, the other common genes, RELN, NRCAM and CXCL1 are not usually used for discrimination between BEC and LEC. RELN was found to play a role in radial migration of cortical neurons and maturation of dendrites and was shown to be involved in NOTCH-signaling [41]. The importance of NOTCH-signaling for BEC/LEC specialization could explain the finding of RELN as LEC marker. NRCAM is a neuronal cell adhesion molecule and during neural development it is for example involved in cell proliferation, differentiation and axon growth and guidance (reviewed in [42]). NRCAM has been shown to interact with laminin [43], a protein found to be BEC specific [3]. Interestingly, NRCAM has also been found to associate with neuropilin-2 [44], the co-receptor of the LEC marker VEGFR-3 [2]. CXCL1 on the other hand was recently shown to be induced by prostaglandin E2 and to function in angiogenesis by stimulating microvascular endothelial cell migration and tube-formation [45]. Thus, as is the case with established LEC and BEC markers, none of the new markers is endothelium specific [46–49], but among endothelial subtypes they selectively seem to be expressed either on BEC or LEC.

We confirmed the specificity of representative novel markers with biological samples. MCAM and COLEC12 showed very strong colocalization with the established BEC and LEC markers in immunohistological stainings of human lymph nodes (Figure 5A), chronically inflamed tonsils (Figure 5B) and malignant tissues (Figure 5C). Notably, neither of them was identified by Hirakawa et al. [3] or Petrova et al [4] as endothelium-subtype specific molecules. Nevertheless, it should be noted that MCAM has been previously found to be expressed on haematopoietic cells [50] and tumor cells [51], where it plays a role in the interaction with vascular endothelial cells. In addition, MCAM expression has also been identified on endothelial cells [52,53]. However, its usefulness for the distinction between vessels of blood- and lymphatic origin is new and currently MCAM is not commonly used as endothelial marker.

In conclusion, we demonstrate that the widely used endothelial cell lines HMEC-1 and TIME are not representatives of microvascular blood vascular phenotype, but instead are hybrid cells with both vascular and lymphatic characteristics. Furthermore we show that BEC- and LEC specific gene expression profiles in primary cells differ greatly between individual analyses and that it is possible to identify new universally applicable BEC and LEC-specific molecules through analyses of pooled microarray data.

## Supporting Information

File S1 **Supporting files.** Table S1, Distribution of datasets and cell types across Affymetrix gene expression platforms and inclusion in Dataset A and/or B. Table S2, List of microarray datasets used in this study including source information as provided in NCBI’s GeoDatasets. The original entries in GeoDatasets can be found online by following the hyperlinks underlying each sample Id. Table S3, BEC- or LEC-specific genes in different microarray studies.
(DOC)

Movie S1 **3D MDS plot of BEC, LEC, HMEC-1 and TIME clustering.** A 3-dimensional animation of the clustering of BEC, LEC, HMEC-1 and TIME samples according to their genome wide gene expression. Prostate tissue allows an unbiased comparison of distances between the individual samples.
(WMV)

# Supplementary material for: Plasticity of Blood- and Lymphatic Endothelial Cells and Marker Identification
**Source:** PLoS One. 2013 Sep 10;8(9):e74293. doi: 10.1371/journal.pone.0074293
**Supplement:** File S1 — Supporting files. Table S1, Distribution of datasets and cell types across Affymetrix gene expression platforms and inclusion in Dataset A and/or B. Table S2, List of microarray datasets used in this study including source information as provided in NCBI’s GeoDatasets. The original entries in GeoDatasets can be found online by following the hyperlinks underlying each sample Id. Table S3, BEC- or LEC-specific genes in different microarray studies.

Table S1. Distribution of datasets and cell types across Affymetrix gene expression platforms and inclusion in Dataset A and/or B.

| Affymetrix platform | Dataset A | Dataset B | Number of samples | Number of BECs | Number of LECs |
| --- | --- | --- | --- | --- | --- |
| Human Genome U133 Plus 2.0 Array (GPL570) | X | X | 24 | 14 | 10 |
| Human Genome U133A 2.0 Array (GPL571) |  | X | 12 | 12 | - |
| Human Exon 1.0 ST Array (GPL5188) |  | X | 11 | 7 | 4 |

**Table S2: List of microarray datasets used in this study including source information as provided in NCBI’s GeoDatasets.** The original entries in GeoDatasets can be found online by following the hyperlinks underlying each sample Id.

| Group | Source | Sample IDs |
| --- | --- | --- |
| BEC | HUVEC | [GSM141250](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM141250), [GSM141251](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM141251), [GSM272863](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM272863), [GSM272864](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM272864), [GSM272865](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM272865), [GSM344778](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM344778), [GSM344779](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM344779), [GSM344780](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM344780), [GSM472935](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM472935), [GSM476782](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM476782), [GSM476785](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM476785) |
| BEC | Blood vessel endothelial cells | [GSM410678](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM410678), [GSM410679](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM410679), [GSM410680](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM410680), [GSM410681](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM410681), [GSM410682](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM410682), [GSM410683](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM410683), [GSM345269](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM345269) |
| BEC | Lung microvascular blood endothelial cells | [GSM580020](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM580020) |
| BEC | Dermal microvascular blood endothelial cells | [GSM580013](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM580013), [GSM580021](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM580021), [GSM580022](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM580022), [GSM580023](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM580023), [GSM580024](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM580024) |
| BEC | Cavernosal endothelial cells | [GSM272854](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM272854), [GSM272859](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM272859), [GSM272860](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM272860), [GSM272861](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM272861), [GSM272862](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM272862), [GSM272866](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM272866), [GSM272867](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM272867), [GSM272868](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM272868), [GSM272870](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM272870) |
| LEC | Dermal microvascular lymphatic endothelial cells | [GSM130277](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM130277), [GSM580011](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM580011), [GSM580012](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM580012) |
| LEC | Lymphatic endothelial cells | [GSM143717](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM143717), [GSM143898](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM143898), [GSM143900](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM143900), [GSM410666](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM410666), [GSM410667](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM410667), [GSM410668](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM410668), [GSM410669](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM410669), [GSM410670](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM410670), [GSM410671](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM410671) |
| LEC | Lung microvascular lymphatic endothelial cells | [GSM580009](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM580009), [GSM580010](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM580010) |

**Table S3. BEC- or LEC-specific genes in different microarray studies.**

| BEC | Petrova | AGRN, ALDH2, ANPEP, ANXA3, ANXA6, APBB2, ARHGAP22, ARHGDIB, ARL4C, ARL6IP5, ATP1B1, BCAP31,SLC6A8, BGN, BTG2, CAPG, CD59, CDC42EP3, CDKN1A, CLDN7, COL8A1, CTSC, DDX42, DFNA5, ECE1, EIF2B2, ENO2, EPS8, EXT1, FBXL2, FHL2, GADD45A, GBP2, GLCE, GPR126, HMOX1,MCM5,TOM1, ICAM1, IER3, IL32, ITGAV, ITM2A, JUN, KLHL21, LAMA5, LAMC2, LAMP2, LDHB, LOXL2, LPXN, LY75, LYL1, MAPKAPK3, MBOAT7, MMP14, MT1A, MT1B, MT1E, MT1F, MT1H, MT1L, MT3, MVP, NISCH, NMT2, NNMT, NPTX1, NR2F2, NUAK1, PDLIM4, PFKM, PKIA, PLOD1, PLOD2, PLTP, PRKACB, PRNP, PROCR, RAC2, RCN1, RGS10, RGS4, RHOB, RRAS, SELE, SGSH, SLC1A1, SLC3A2, SLC7A7, SMAD3, SMURF2, SORD, SRPX, SRPX2, STAT6, TACSTD2, TANK, TCN2, TFEC, TGM2, TNFRSF21, TP53I3, TPM1, TRAM2, TXNRD2, UAP1, UCHL1, UPP1, ZNF238 |
| --- | --- | --- |
|  | Hirakawa | JAG2, PDGFA, ENG, CD151, COL4A2, COL5A2, PDGFB, CDH13, HSPG2, CDH5, TNFRSF10B, VEGFB, IGF2R |
| LEC | Petrova | PVRL3, AURKB, CDK1, GCH1, LAMP3, USP13, DHCR24, ARRB2, SOCS2, PPAP2A, KIF11, RAMP3, NPTX2, BTBD3, PPP1R2, HLA-DPB1, PEG10, TUBA4A, DUSP5, NOS2, RAPGEF5, DYRK3, CCNB1, DCLK1, NDC80, TOP2A, LDB2, KIAA0101, CEP68, PRKCZ, PDE8A, ALDH1A1, LMNB1, CYP1A1, SPAG5, HIST1H4C, CCNA2, GAB1, TTK, NR2F1, FLT4, CDKN3, LMO2, RAB31, BUB1, SLC39A14, CSRP2, ISG20, GINS1, EPB49, MCM6, ACSL3, PSRC1, TBXA2R, PDLIM1, PYGL, GRAP, MYBL2, KALRN, PTTG1, SMC4, SPRY1, KIF2C, HMGB2, IL7, CETP, PLK1, CENPF, CREM, UBE2C, NDRG1, BUB1B, TBX1, RBPMS, PNP, HOXD10, FOXM1, IGFBP2, MAOA, CTDSPL, CCNB2, LBR, IQGAP2, GPRC5B, RAMP2, EMP2 |

A complete list of genes identified by the studies of Petrova et al and Hirakawa et al excluding the genes present in table 1.

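Table S3 thus continues the columns of Table 1 that list the genes of a single published study and are cut short there. A pair of its entries, PVRL3 and EPS8, also stands in Table 1, in the column of LEC genes found with Dataset B. In Table S3, PVRL3 is among the LEC genes of Petrova et al, but EPS8 is among the BEC genes of that study. With entries joined by a comma, such as HMOX1,MCM5,TOM1, split into single genes, the BEC genes of Petrova et al number 110. Those of Hirakawa et al number 13 and the LEC genes of Petrova et al 86, with no gene on more than 1 of these lists. Of the 86 LEC genes, 19 are on 1 of the lists of G2/M genes and of DNA replication genes. Among them are CDK1, CCNB1, PLK1, AURKB, BUB1 and TOP2A, which act in the cell cycle. These lists came from textbook knowledge and markers that the paper names, and were written down before the array data were examined. The genes of Table S3 were set down with them, so the lists were not made blind to it, and the overlap was not tested. Of the 110 BEC genes of Petrova et al, 1 is on these lists, MCM5, and 7 are on a list of basement membrane and matrix genes. Some names are old. The reference lists 5 of the 86 LEC symbols and 3 of the 110 BEC symbols only as synonyms, and all others as current symbols of GRCh38.p14. Their rows among the HMEC-1 and TIME values were not picked out, because the deposited values carry Ensembl identifiers.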

How the deposited data were processed for this re-analysis (not part of the article)

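The data were 8 Affymetrix Human Genome U133 Plus 2.0 arrays, 4 of HMEC-1 and 4 of TIME, with 1 biological replicate per array. The authors regrouped the probes into Ensembl genes, normalized the arrays with GC-RMA and deposited log2 expression values, 1 value per row and array. The submitters' processing notes name GCRMA without a version, and the versions of Ensembl and of the probe mapping are not given in the sources used here. It is also not given which arrays were normalized together. Background correction, normalization and the summary over probes were therefore taken as the authors made them, and normalization cannot be repeated from these values. The deposited table holds 19081 rows, 19019 for genes and 62 for Affymetrix controls. Arrays give signal over background in place of a depth. For dim genes, whose signal is mostly background, a difference is harder to measure.

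Samples were grouped by the cell line and replicate number in their labels. Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without a trend, HMEC-1 minus TIME) on the 19019 gene rows, with no filter. A gene was counted as differing at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold of at least 2. The Euclidean distances used all rows, with an exact permutation test over the 35 splits of the arrays into 4 and 4 and classical multidimensional scaling. Control rows were averaged per array within 9 groups by the transcript in their name, and each group was compared by an exact two-sided permutation test over 70 arrangements, with Benjamini-Hochberg adjustment over the 9 groups. The poly-A group has 24 rows (Dap, Lys, Phe and Thr), and the hybridization group has 18 rows (BioB, BioC, BioD and Cre). The first kind is made to be added to the RNA before labelling and the second kind to be added to the labelled sample. How much was added here is not given in the sources used here.

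The fit was tested on simulated data made from the means and SDs of the 19019 genes, with 4 arrays per line and 50 genes changed at each of several folds. At an adjusted p of at most 0.05 it recovered 64.0% of the genes changed 1.2-fold, 94.0% of those changed 1.5-fold, and 100.0% of those changed 3-fold or 4-fold. Of the 18819 unchanged genes, 10 passed the adjusted p and 0 passed both thresholds. The simulated noise was independent between genes, and far fewer genes were changed than the 8899 that passed the adjusted p in the real data. These rates therefore need not hold for the real arrays.

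The rows are Ensembl identifiers. The reference used for names (GRCh38.p14, 59792 genes) lists no Ensembl identifier, the paper and File S1 list none, and 0 of the 19019 gene rows could be named. The 22 gene lists set before the data were examined and the level of marker genes over background genes are therefore not analysed here. Genes that the paper names were not picked out, though the genes printed by identifier may include some. The rule for named genes, set at the same time, took the genes that the paper names, the largest differences in each direction among genes past both thresholds with no overlap between the lines, and 2 genes per direction from each list, leaving out Y-linked genes and XIST. Of this, the 2 largest differences in each direction are printed by identifier, and the exclusion could not be applied without names. Alternatives set at the same time were leaving out each array, the replicate number as a block, quantile normalization of the values again, centring on the median, a variance trend with robust estimation, the methods' t-test, the robust false discovery rate that the paper names for its arrays, other fold thresholds and a correlation distance. Those added after seeing the data were centring on the poly-A or on the hybridization control rows and genes above the median level only. The methods' t-test without adjustment was added then too. The paper does not tie this t-test, with unequal variance, to the comparison of HMEC-1 and TIME.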

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

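The groups looked at here were chosen partly after the values were seen, since the control rows had been viewed. Of 28 groups of 4 arrays (the 4 printed genes, the 9 groups of control rows and the distance to the other arrays of the line, in each cell line), 1 held an array far from the other three. This was the Alu control row in HMEC-1, where replicate 4 was at 14.82 and the others at 14.794 to 14.795, so that its gap made up 0.924 of the range, above the critical value of Dixon's test at this group size. Chance alone marks about 5% of such groups, or 1.40 of 28, and the whole range is small beside the level.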

How the results depend on the processing

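Centring on control rows, the restriction to genes above the median level and the unadjusted t-test were chosen after seeing the data. Over the planned settings at the same thresholds, and without any 1 array, the counts stayed within 1.5 times those reported. Leaving out 1 array gave 936 to 952 differing genes, 427 to 445 higher in HMEC-1 and 500 to 512 higher in TIME, and a distance ratio of 3.80 to 3.89. Genes above the median level gave 821, 399 higher in HMEC-1, and a ratio of 6.68; the correlation distance gave 14.9. Quantile normalization again gave 933 genes, of which 906 were shared with the 945. The methods' t-test with unequal variance, which the paper does not tie to these arrays, gave 945 with and without adjustment. The robust false discovery rate and the variance trend each gave 945 too, since every gene with a 2-fold difference also passed each test. Without a fold threshold 8899 genes differed, 5038 higher in HMEC-1 and 3861 higher in TIME, and at a fold of at least 4 the count was 167, 35 higher in HMEC-1 and 132 higher in TIME, as a looser or stricter threshold must. Centring on the poly-A rows raised the genes higher in HMEC-1 to 759 by shifting every gene, and it turned the sign of 3 groups of control rows, HSAC07 (0.18), HUMISGF3A (0.072) and TrpnX (0.16). The hybridization rows, near 0 as deposited, changed sign under quantile normalization (-0.061) and ranged from -0.021 to 0.024 without 1 array; the cause was not tested. Of 105 pairs of a control group and a setting, 16 no longer passed the threshold and 4 newly passed it, 3 for HSAC07 and 1 for the hybridization rows (0.25). Without HMEC-1 replicate 1 the adjusted p of every group that had passed rose to between 0.0514 and 0.0735 at differences of about the same size, and without any 1 of the HMEC-1 replicates that of Alu rose to at least 0.0643. The 4 printed genes kept their direction and their side of the threshold in each setting run.

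Replicate numbers are shared between the lines, but they were not taken to pair the arrays. Deviations of same-numbered arrays correlated at 0.014 to 0.14 across genes, other pairs at -0.085 to 0.075, and 6 of 8 arrays correlated best with their own number, a hint from the data and not the design. With the replicate number as a block, 945 genes differed, the same genes as without it. The permutation tests of the distance and of the control rows were run without such a block. The tests of gene lists, the background level of marker genes, the filter by background genes and the choices between probe sets were not run, because rows are already genes and carry no symbols. The values carry no detection calls, so how far background limits the dim genes was not tested.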

Other observations

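The tests on control rows, on other splits of the arrays and on the sides of the genes were chosen after the values were seen. Among the genes that differed by 2-fold to 4-fold, 403 were higher in HMEC-1 and 375 higher in TIME. Among those that differed by at least 4-fold the numbers were 35 and 132. With the values as deposited, the very large differences thus lay mostly on the side of TIME. By adjusted p alone more genes were higher in HMEC-1, 5038 against 3861, as also at 2-fold with the arrays centred on the poly-A rows, 759 against 342. Genes are not independent replicates, and the lean towards TIME was not tested. Genes higher in HMEC-1 had a median log2 value of 7.76 in TIME, and genes higher in TIME had a median of 6.92 in HMEC-1, against a median of all genes near 6.5 on each array.

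The number of differing genes was weighed against grouping by chance and against a single scaling factor between the lines. The real split of the arrays gave 945 genes, and the highest of the other splits gave 0. Thus 1 of 35 splits was as large, the smallest share that these splits allow, which does not exclude chance. Every other split mixes the lines within a group and so widens the spread there. The count of 0 therefore adds nothing to this share. A single factor shifts every gene the same way. It could not alone place 438 genes higher in HMEC-1 and 507 higher in TIME, each by at least 2-fold. The arrays were already normalized, with medians over all rows of 6.51 to 6.55, so the balance between the sides does not measure such a factor. With the arrays centred on the poly-A rows, the sides held 759 and 342 genes. The cell line and its culture medium remain open, and no test could part them.

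The poly-A control rows were at 8.07 ± 0.029 in HMEC-1 and 8.32 ± 0.042 in TIME (SD, n = 4 each). The hybridization control rows differed by only 0.0057 (standard error 0.031, exact permutation test, two-sided, p = 0.943). This argues against a shift of all rows alike by hybridization, scanning or normalization. They were brighter on average, at 11.28 in both lines, so a cause that depends on the level was not tested. The dim TrpnX rows were also lower in HMEC-1, by -0.083. A smaller amount of spike relative to the labelled mRNA, as a higher mRNA content of HMEC-1 RNA could give, would shift the 5' and 3' rows alike. Over all spikes, the difference of 3' minus 5' rows between the lines was -0.15 (standard error 0.053; exact permutation test, two-sided, p = 0.0286), but this came from Dap, with -0.36 at the 3' and -0.083 at the 5' rows, and Thr, with -0.37 and -0.040, whereas Phe (-0.35 and -0.32) and Lys (-0.21 and -0.24) shifted about alike. The 5' rows of Dap, at 8.62 in HMEC-1 and 8.70 in TIME, were brighter than those of Phe (7.66 and 7.98) and Lys (6.85 and 7.09), which did shift. This argues against low signal at the 5' rows as the reason for Dap. The 5' rows of Thr, at 7.12 and 7.16, lay near those of Lys, so for Thr it stays open. The amount of spike, the mRNA content of the cell line and how far labelling reached towards the 5' end also stay open.

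Among transcripts of the cells on the control rows, the 3' minus 5' difference of the HUMGAPDH rows was 0.32 ± 0.024 in HMEC-1 and 0.52 ± 0.011 in TIME (SD, n = 4 each; exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0429 over 3 transcripts and 0.0571 without HUMISGF3A, whose 5' row lay near the TrpnX rows and gives no such difference). For HSAC07 it was 1.33 ± 0.067 against 1.21 ± 0.060 (SD, n = 4 each; exact permutation test, p = 0.0571, adjusted p = 0.0571), in the other direction. The HUMRGE rows were higher in HMEC-1 by a log2 difference of 0.40 and the M27830 rows by 0.27 (exact permutation test, adjusted p = 0.0367 each), in 4 of 4 arrays and under each scaling tried. With the arrays centred on the poly-A rows, a setting chosen after seeing the data, these differences were 0.65 and 0.52. Whether the HUMRGE and M27830 rows measure expression in the cells was not tested. The M27830 rows did not move together, since the 5' and M rows were each higher in HMEC-1 by 0.44, and the dim 3' row, at 6.30 in HMEC-1 and 6.36 in TIME, was not higher. The HUMISGF3A rows were lower in HMEC-1 by -0.18 (exact permutation test, adjusted p = 0.0367), except with the arrays centred on the poly-A rows, where the difference was 0.072. The mean of -0.18 includes the dim 5' row, which differed by 0.046. The 3', MA and MB rows differed by -0.35, -0.18 and -0.22. Without HMEC-1 replicate 1, the differences of the HUMRGE, M27830 and HUMISGF3A rows were 0.48, 0.28 and -0.16, and their adjusted p rose to 0.0514 because only 5 of the 9 groups then had the smallest permutation p, 0.0286, against 7 with all arrays (exact permutation test). Without any 1 of the TIME replicates the difference of the HUMRGE rows was 0.38 to 0.42 and its adjusted p 0.0643.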
